A study of Danio rerio with 2 samples. Its data were reported in "NOD1 deficiency impairs CD44a/Lck as well as PI3K/Akt pathway" (2017).

How the data were processed

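Whole larvae of WT and NOD1-deficient zebrafish were compared at 10 dpf. Per the labels and the study's methods, total RNA was extracted with TRIzol from pools of 200 to 250 larvae, and 1000 ng was reverse transcribed with SuperScript III. PCR with SYBR Green ran for 40 cycles on a LightCycler instrument, on a commercial array of PI3K-Akt pathway genes. The array is a 96-well plate with 84 pathway genes, 5 reference genes (acta1b, b2m, hprt1, nono and rpl13a), 1 genomic DNA control well, 3 reverse transcription control wells and 3 positive PCR control wells. GEO lists 1 sample for each genotype, while the raw table has 3 columns for each, and the series design text states 3 biological replicates per genotype. The columns were therefore taken as biological replicates, 1 array each. The labels name no run, date or plate lot, so a difference between array runs could not be told apart from a difference between replicates or groups. The number of arrays limits the precision.

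The authors deposited a table of raw Ct, a table of normalized values and a table of fold changes. The deposited Ct are as the instrument gave them, and the settings of baseline and threshold are not stated. The normalized values and the fold changes that the authors deposited are linear ratios made with the manufacturer's software. A normalized value is 2 to the power of minus delta Ct with 1 value per genotype, and a fold change divides the NOD1-deficient value by the WT value. The reference genes behind them are not stated, so each subset of the 5 genes was tried on the raw Ct. With hprt1, nono and rpl13a, and a Ct over 35 set to 35, the computed values differed from the deposited ones by at most 1.91e-06 on the log2 scale, and the next best subset by up to 0.288. Of the Ct values, 1 was over 35 (ptk2ba in WT replicate 1, 35.1).

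The normalized values have no replicates, so all tests used the raw Ct. Delta Ct was the Ct of a gene minus the mean Ct of hprt1, nono and rpl13a on the same array. Using the same 3 genes as the authors keeps the log2 changes equal to the deposited ones, and scaling to all 5 genes was an alternative. Raw Ct need this scaling because the amount of cDNA in each array differs, and any real change of a reference gene is carried over to each log2 change with the opposite sign. Ct differences were read as log2 differences, which assumes that the product doubles in each cycle, and primer efficiencies were not used here. The 84 pathway genes were tested on minus delta Ct with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the 84 genes and a threshold of 0.05. Reference genes and control wells were not in this fit. The estimated prior degrees of freedom were infinite, so the same variance was used for each gene, although single genes such as ptk2ba had a larger spread. A linear model without moderation, which has 4 residual degrees of freedom per gene, was an alternative. A 2-fold change was a log2 change of at least 1 in either direction between the group means. Exact permutation tests of single genes and of the median used the 10 splits of the 6 replicates into 3 and 3, and cannot give a p under 0.1.

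The genes named in the text followed a rule. It takes the 10 pathway genes with the largest absolute log2 change among those with an adjusted p under 0.05 and 3 NOD1-deficient values on one side of the 3 WT values. It adds the 5 genes the study named from this array (pdk1, tlr4bb, itgb1b, pik3r2 and eif2ak2), the array genes whose proteins were probed by western blot (symbols starting with akt, gsk3, rps6 without rps6k, or creb, of which akt1, akt2 and gsk3b are reported), and the reference genes. The list of 5 was chosen by the study on these samples. The groups, the tests, this rule and all alternatives except a pair were fixed before the data were examined. Scaling to the positive PCR control wells and centring each array on the median deviation from the gene means were added after seeing the data. Other genes named in the text were chosen after their values were seen. A gene that was part of the fit over the 84 genes is not reported here.

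The alternatives were other reference genes (all 5, each alone, 4 without acta1b), centring on the median Ct of the pathway genes, a Ct ceiling of 40, a limit of 35 or 30 on the mean Ct, the linear model without moderation, limma with trend and robust, the replicate number as a block, leaving out each replicate in turn, and boundaries of 1.5-fold and 3-fold. The test was tried on simulated data with 84 genes, 16 of them changed, and 3 replicates per group. The simulated noise was independent, with the same SD (0.194, the pooled SD of these arrays) for each gene. Over 200 simulations, limma recovered 62.4% of genes changed by 0.5 on the log2 scale and 99.9% of genes changed by 1, with 3.39% and 3.85% of calls false. The linear model without moderation recovered 5.28% and 81.8%. Equal SDs are what this limma fit assumes, so the simulations do not show its share of false calls for genes of unequal spread.

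Replicates were compared before they were averaged. The SD of a single delta Ct, from the differences of pairs of replicates of a group, was 0.149 to 0.189, and Pearson's r across genes was 0.996 to 0.998, where genes are not independent replicates. No pair held identical values. The array names its assays by transcript accession, and 80 of the 89 matched the RefSeq annotation of GRCz12tu, where 7 now have another symbol, among them fos (fosab), gsk3b (gsk3ba) and pdk2 (pdk2b). The symbols of the array are used throughout. No genome build is named with the data, so no coordinates are given. Figures were drawn with matplotlib 3.10.9.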

Results

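Expression of genes of the PI3K-Akt pathway was measured by real-time quantitative PCR in whole zebrafish larvae at 10 days post fertilization (dpf). NOD1 is an intracellular pattern recognition receptor, and NOD1-deficient larvae carry a disrupted nod1 gene. They were compared with wild-type (WT) larvae. Each of the 2 groups had 3 biological replicates, and each replicate was a pool of 200 to 250 larvae run on its own 96-well array. An array held assays for 84 pathway genes and 5 reference genes, and 7 control wells. The measurement in each well was the threshold cycle (Ct), the PCR cycle at which the product crosses a fixed level, so that a Ct lower by 1 cycle stands for about 2 times more template. All 89 genes gave a Ct on each of the 6 arrays. The lowest Ct of an array was between 13.9 and 14.4 and the highest between 33.1 and 35.1. The targeted gene, nod1, is not among the 89 assays, so the genotype of the replicates could not be checked on this array.

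The control wells were read first. The genomic DNA control well gave no Ct on any of the 6 arrays. The 3 reverse transcription control wells gave none either, so the efficiency of reverse transcription could not be compared between arrays. The 3 positive PCR control wells, which hold a template that does not come from the larvae, gave a Ct on 6 of 6 arrays. Their mean Ct was 19.7 ± 0.0126 (SD, n = 3) in WT and 19.5 ± 0.0574 (SD, n = 3) in NOD1-deficient arrays. That is a log2 difference of 0.15 (two-sided exact permutation p = 0.1, the smallest value that 3 replicates against 3 allow).

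The 5 reference genes were then compared as measured, before any scaling, because they set the level against which the other genes are read. The Ct of acta1b (skeletal muscle actin alpha 1b) was 16.7 ± 0.0974 (SD, n = 3) in WT and 17.3 ± 0.338 (SD, n = 3) in NOD1-deficient larvae, a log2 difference of -0.61 (exact permutation p = 0.1). The Ct of nono moved the other way, from 22.8 ± 0.161 to 22.3 ± 0.172 (SD, n = 3 each), a log2 difference of 0.46 (exact permutation p = 0.1). The differences of b2m (-0.20, exact permutation p = 0.3), hprt1 (0.16, exact permutation p = 0.3) and rpl13a (0.27, exact permutation p = 0.2) were less clear, and in these 3 genes the replicates of the 2 groups overlapped. The mean of hprt1, nono and rpl13a, which the authors' normalized values use, was higher in NOD1-deficient larvae by 0.30 on the log2 scale (exact permutation p = 0.1). The mean of all 5 genes differed by 0.02 (exact permutation p = 0.9).

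The first question was which genes of the pathway differ between WT and NOD1-deficient larvae. Relative expression was the Ct of a gene minus the mean Ct of hprt1, nono and rpl13a (delta Ct), and the log2 change was the WT mean minus the NOD1-deficient mean, so that a positive value means higher expression in NOD1-deficient larvae. Of the 84 pathway genes, 16 had an adjusted p under 0.05 (limma, two-sided, Benjamini-Hochberg adjusted). Of these, 3 genes were higher (eif2ak2, fos and faslg) and 13 were lower in NOD1-deficient larvae. At an unadjusted p under 0.05 there were 26 genes. Among the 16 genes, 11 changed by less than 2-fold and 4 by less than 1.5-fold. In 15 of the 16 genes the values of the 3 NOD1-deficient replicates did not overlap those of the 3 WT replicates. Such separation was seen for 26 of the 84 genes (31.0%), where chance gives 10%. The limma fit gave each gene the same SD of 0.194, so that every log2 change had a standard error (SE) of 0.158. The spread of single genes differed, however, with an SE from the gene's own replicates of 0.0427 (sgk1) to 0.624 (ptk2ba). The adjusted p-values of limma are therefore too small for genes with a larger spread of their own, such as tlr4bb. With a separate variance for each gene, 6 genes had an adjusted p under 0.05 (1 higher and 5 lower). Without WT replicate 3, limma gave 10 genes.

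The direction of the calls depended on the reference genes. Scaling to acta1b alone moved the number of genes most, to 72 with an adjusted p under 0.05, of which 70 were higher. Scaling to all 5 reference genes gave 22 genes, 16 higher and 6 lower, against 3 higher and 13 lower with hprt1, nono and rpl13a. The share of lower calls was 27.3% in the former and 81.3% in the latter, and 9 genes were called in both. The median log2 change of the 84 genes was -0.11 (two-sided exact permutation p = 0.3), with 25 genes above 0 and 59 below, and it became 0.17 when all 5 reference genes were used. A change of scaling to other reference genes adds the same constant to the log2 change of each gene, so changes are also given below relative to that median.

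**Figure D1:**
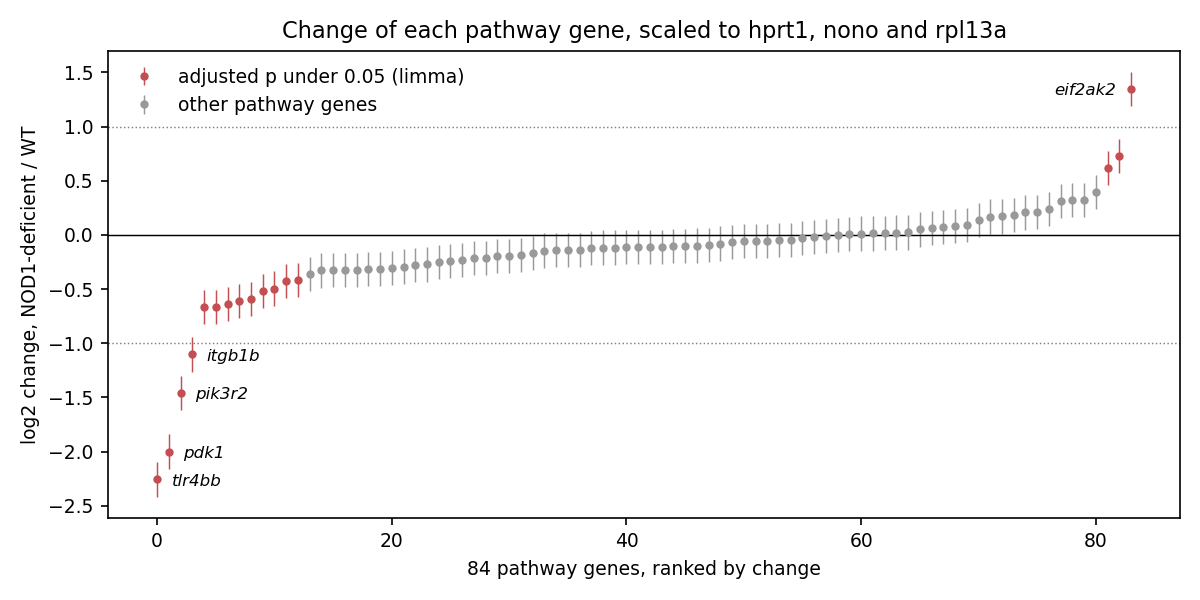
The log2 change between NOD1-deficient and WT larvae (y axis, log2 units) is plotted for the 84 pathway genes in order of their change (x axis, rank), scaled to hprt1, nono and rpl13a; points are group differences of 3 against 3 replicates, bars are the SE of 0.158, red marks an adjusted p under 0.05 in limma and dotted lines mark a 2-fold change. The changes run from -2.26 (tlr4bb) to 1.35 (eif2ak2), and 5 genes lie beyond 2-fold, of which itgb1b is the nearest to the line and is beyond it in 2 of 10 other scalings.

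A change of at least 2-fold was seen for 5 genes, and all 5 had an adjusted p under 0.05 in limma. They are the same 5 genes that the study named from this array, so their count was not independent evidence. All 5 also passed when adjusted over the list alone. In each of them the 3 NOD1-deficient values lay on one side of the 3 WT values (exact permutation p = 0.1 for each gene, the smallest value possible). The assay of tlr4bb (toll-like receptor 4b, duplicate b) had a delta Ct of 11.8 ± 0.195 in WT and 14.04 ± 0.436 in NOD1-deficient larvae (SD, n = 3 each). Its log2 change was -2.26 ± 0.158 (SE), or 4.78-fold lower, with an adjusted p of 1.57e-34 in limma. From its own replicates the SE was 0.276 and the adjusted p 0.0204, the highest over its alternatives, which began at 1.57e-34. It was also among the genes detected latest, with a mean Ct of 31.6 in WT and 33.5 in NOD1-deficient larvae. The delta Ct of pdk1 was 2.79 ± 0.114 in WT and 4.79 ± 0.101 in NOD1-deficient larvae (SD, n = 3 each), a log2 change of -2.00 ± 0.158 (SE) and an adjusted p of 1.30e-28. The array annotates this assay as pyruvate dehydrogenase kinase isozyme 1. The delta Ct of pik3r2 (a regulatory subunit of phosphoinositide 3-kinase) was 3.03 ± 0.194 in WT and 4.49 ± 0.0883 in NOD1-deficient larvae (SD, n = 3 each), a log2 change of -1.46 ± 0.158 (SE) and an adjusted p of 8.63e-17. The delta Ct of itgb1b (integrin beta 1b) was 3.80 ± 0.0945 in WT and 4.90 ± 0.208 in NOD1-deficient larvae (SD, n = 3 each), a log2 change of -1.10 ± 0.158 (SE) and an adjusted p of 2.70e-10. The only one of the 5 genes that was higher was eif2ak2 (eukaryotic translation initiation factor 2-alpha kinase 2). Its delta Ct was 8.12 ± 0.201 in WT and 6.78 ± 0.0884 in NOD1-deficient larvae (SD, n = 3 each), a log2 change of 1.35 ± 0.158 (SE) and an adjusted p of 1.26e-14.

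Relative to the median change of the 84 genes, 4 genes were at least 2-fold apart, namely tlr4bb (-2.15), pdk1 (-1.89), pik3r2 (-1.35) and eif2ak2 (1.46). The value of itgb1b was -0.99. Under 10 other scalings of the arrays, tlr4bb, pdk1 and eif2ak2 had the same direction, an adjusted p under 0.05 and a change of at least 2-fold in 10 of 10. For pik3r2 and itgb1b the direction and the adjusted p under 0.05 were kept in 9 of 10, and both lost significance with acta1b alone. A change of at least 2-fold was kept in 8 of 10 scalings for pik3r2 and in 2 of 10 for itgb1b.

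**Figure D2:**
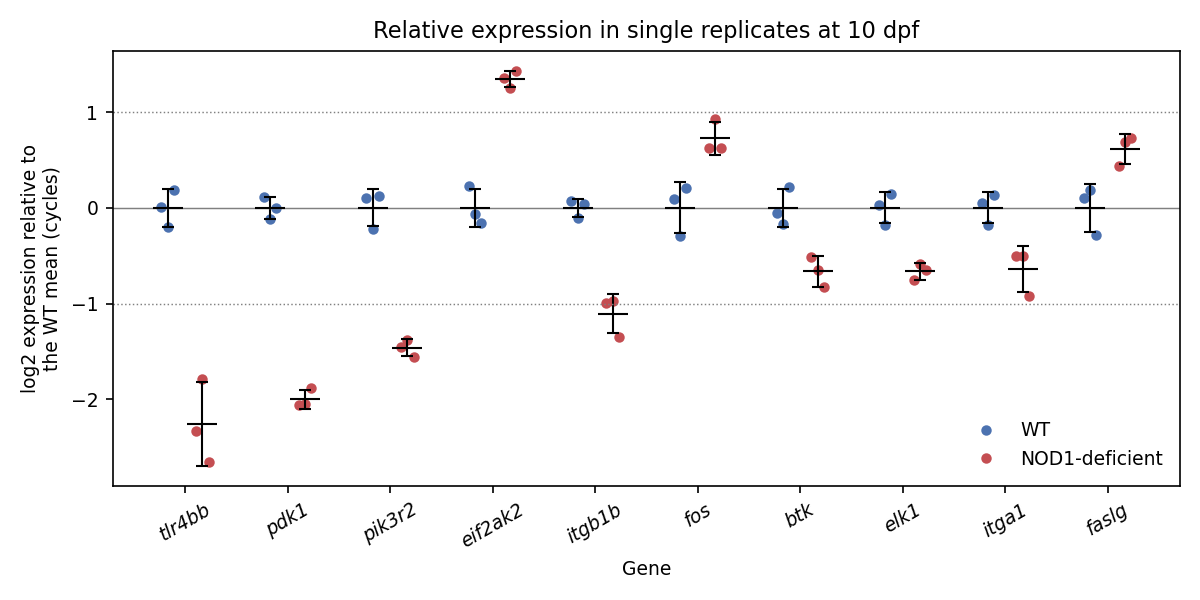
Relative expression of 10 genes in each replicate (y axis, log2 units relative to the WT mean, scaled to hprt1, nono and rpl13a) is shown for WT (blue) and NOD1-deficient larvae (red), with horizontal lines for group means and bars for SD (n = 3); dotted lines mark a 2-fold change. The 3 replicates of each group do not overlap those of the other group in any of the 10 genes, and the group means differ by -2.26 (tlr4bb) to 1.35 (eif2ak2); btk, elk1 and itga1 turn higher when scaled to acta1b alone.

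The other 5 of the 10 genes with the largest changes and separated replicates changed by less than 2-fold. They were fos (log2 change 0.73, adjusted p 8.93e-05), faslg (0.62, adjusted p 0.00093), btk (-0.66, adjusted p 0.000369), elk1 (-0.66, adjusted p 0.000369) and itga1 (-0.64, adjusted p 0.000607), each with an SE of 0.158 in limma. Of these 5 genes, elk1 alone kept an adjusted p under 0.05 with a separate variance for each gene (0.0473, where its adjusted p over all alternatives ran from 2.64e-05 to 0.387). With b2m alone, btk, elk1 and itga1 had an adjusted p above 0.05, as had btk and itga1 when scaled to the positive PCR control wells and itga1 when scaled to all 5 reference genes. With acta1b as the only reference gene, the log2 changes of btk, elk1 and itga1 became positive (0.25, 0.25 and 0.27) and their adjusted p was above 0.05.

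The next question was whether the transcripts of the proteins that the study examined by western blot, Akt and its substrates, differ as well. Of the genes on the array, 3 are reported here. The log2 changes were -0.21 for akt1 (adjusted p 0.408), -0.23 for akt2 (adjusted p 0.336) and -0.31 for gsk3b (adjusted p 0.161), each with an SE of 0.158 in limma. None of the 3 genes passed, and 0 of 3 passed when adjusted over the list alone (adjusted p 0.161 to 0.181). At an unadjusted p under 0.05 there were 0 of the 3 genes. In the simulations limma recovered 62.4% of genes changed by 0.5, so smaller changes would often be missed. Relative to the median of the 84 genes the changes were -0.10, -0.12 and -0.19. All 3 genes turned higher with acta1b or with b2m as the only reference gene, and akt1 and akt2 also when all 5 reference genes were used. Scaled to nono alone, 1 of the 3 genes (gsk3b) was lower with an adjusted p under 0.05.

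The fold changes in the authors' deposited table were set beside those computed here from the raw Ct. They differed by at most 1.13e-09 on the log2 scale over the 89 genes, once the Ct of hprt1, nono and rpl13a were averaged and a Ct over 35 was set to 35. In the authors' deposited table the fold change was 0.209 for tlr4bb, 0.250 for pdk1, 0.363 for pik3r2, 0.465 for itgb1b and 2.54 for eif2ak2, and 5 pathway genes were at least 2-fold changed. That table also lists a fold change of 0.532 for acta1b and 0.709 for b2m, the reference genes that were not used for scaling.

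**Figure D3:**
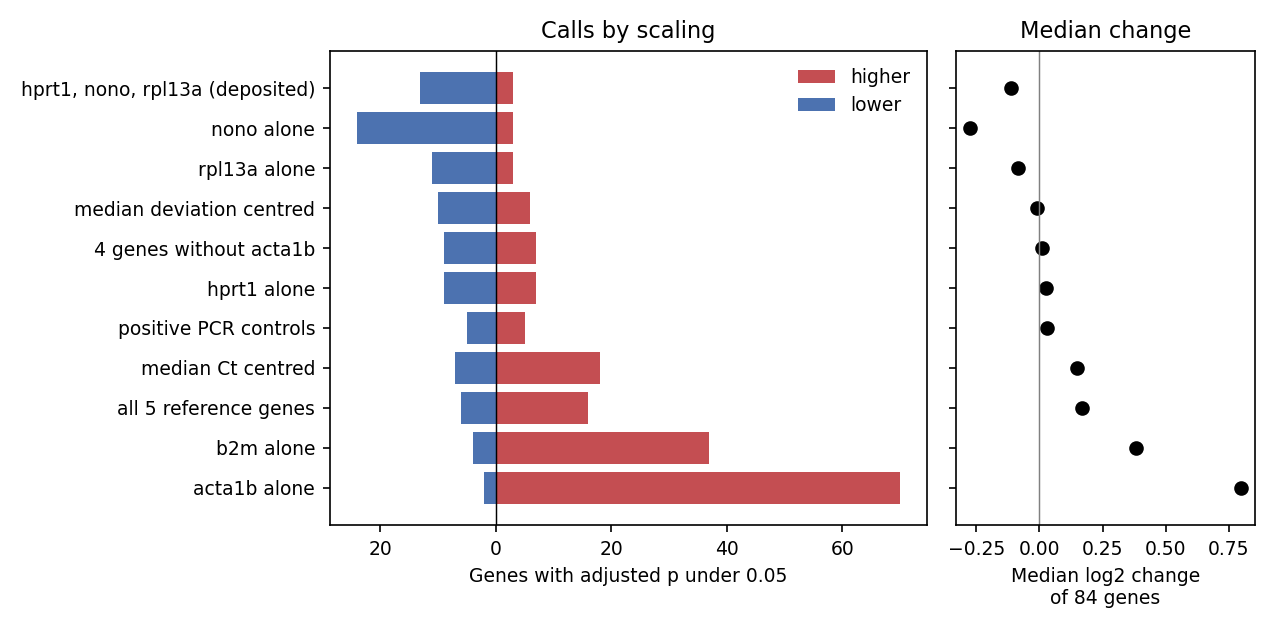
The left panel counts the genes with an adjusted p under 0.05 in limma among the 84 pathway genes (x axis, number of genes; higher in NOD1-deficient larvae to the right in red, lower to the left in blue) under the scaling of the authors' values (top) and 10 others, and the right panel gives the median log2 change of the 84 genes under each. The calls run from 3 higher and 24 lower with nono alone to 70 higher and 2 lower with acta1b alone, and the median from -0.28 to 0.80.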

Values the study reported

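The study measured 84 genes of the PI3K-Akt pathway on this array in larvae at 10 dpf. It named pdk1, tlr4bb, itgb1b and pik3r2 as significantly lower and eif2ak2 as significantly higher in the mutants, and gave no fold changes for these genes in its text.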

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

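The number of genes with an adjusted p under 0.05 (16) became 72 when scaled to acta1b alone, 41 with b2m alone, 27 with nono alone and 25 when each array was centred on its median Ct. It became 6 in the linear model without moderation, and 10 when scaled to the positive PCR control wells, an alternative chosen after seeing the data. Across the 6 fits that each left out 1 replicate it ran from 10 (without WT replicate 3) to 21 (without WT replicate 2). The other alternatives gave 14 to 22 genes. The 5 genes at least 2-fold changed were 17 with acta1b alone, with or without the adjusted p, 12 at a boundary of 1.5-fold and 2 at 3-fold, and 4 or 5 under every other alternative. Of the 5 genes the study named, 3 passed with acta1b alone, 4 when genes with a mean Ct over 30 were left out, which removes tlr4bb, and 5 under each other alternative. Of the 3 protein-probed genes reported, 3 passed as higher with acta1b alone, 1 as lower with nono alone and 0 otherwise.

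The median log2 change of the 84 genes (-0.11) followed the scaling. It was 0.17 with all 5 reference genes, 0.80 with acta1b alone, 0.38 with b2m alone, 0.026 with hprt1 alone, -0.28 with nono alone, 0.012 without acta1b, 0.15 centred on the median Ct, 0.031 with the positive PCR control wells and -0.0082 centred on the median deviation. The last was also chosen after seeing the data. With 1 replicate left out the median stayed negative, from -0.18 (without WT replicate 2) to -0.073 (without WT replicate 1). The shift from the value of -0.11, 0.28 for all 5 reference genes and 0.91 for acta1b alone, is the same for each gene by construction. It turned btk (0.25), elk1 (0.25) and itga1 (0.27) higher with acta1b alone. It turned akt1 and akt2 higher with all 5 reference genes (0.069 and 0.048), acta1b alone (0.70 and 0.68), b2m alone (0.28 and 0.26) and median Ct centring (0.049 and 0.027), and gsk3b higher with acta1b alone (0.61) and b2m alone (0.19). Over the named pathway genes and the reference genes, 15 other values changed, 14 weaker and 1 stronger. Of 320 values, 292 kept direction and, where an adjusted p was given, side of the threshold. The reference gene differences are among the 292 and have no adjusted p, so for them only the direction was kept.

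The log2 changes of tlr4bb, pdk1 and eif2ak2 kept direction and an adjusted p under 0.05 in each alternative in which the gene was tested. They ran from -2.49 to -1.35 for tlr4bb, from -2.16 to -1.09 for pdk1 and from 1.18 to 2.26 for eif2ak2, with a highest adjusted p of 0.0204, 0.00186 and 0.0125. For pik3r2 and itgb1b the adjusted p rose to 0.0597 and 0.496 with acta1b alone, the highest of their alternatives. The 6 genes that passed without moderation were eif2ak2, elk1, itgb1b, pdk1, pik3r2 and tlr4bb. That fit changes both the SE of each gene and the degrees of freedom, and their shares in the lower count were not tested. For grb2b, shc1, pdk2, btk and pak1 the own SE (0.105 to 0.153) was under the 0.158 of limma. That argues against a larger SE as the reason they lost the call. The other genes that lost it (itga1, faslg, fos, irs1 and sos1) had an own SE of 0.167 to 0.271. The Ct ceiling of 40 and the limit of 35 on the mean Ct changed none of the counts, and a ceiling of 35 is already part of the authors' values. Without WT replicate 3, the calls of faslg (adjusted p 0.063), grb2b, irs1, pak1, pdk2 and shc1 were lost. The adjusted p of faslg ran from 1.70e-08 to 0.137 over its alternatives. Its call was also lost in limma with trend and robust (adjusted p 0.0565) and in the linear model without moderation (adjusted p 0.137). Without NOD1-deficient replicate 3 the 2-fold count was 4.

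The replicate numbers did not pair the arrays: deviations of the same-numbered WT and NOD1-deficient replicates correlated across genes at 0.12, 0.085 and -0.27. With the replicate block, 14 genes passed (3 higher and 11 lower), all of them among the 16.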

Other observations

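The tests of the reference genes against the positive PCR control wells, of plate position, of the 5 genes under other scalings, of chromosomes, of tlr4bb, of acta1b and of the plate shift were chosen only after the results were seen, and the others before.

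More genes were called lower (13) than higher (3) in NOD1-deficient larvae. A candidate explanation is that the 3 reference genes used for scaling were themselves higher in NOD1-deficient larvae. Set against the positive PCR control wells, they were higher by 0.14 on the log2 scale, with an exact permutation p of 0.3, so 3 replicates per group do not decide it. Scaled to those wells, 5 genes were lower and 5 higher, but that scaling adds the same constant to each log2 change and is no separate evidence. Those wells carry no RNA of the larvae, so they correct for the plate and not for the amount of cDNA, and a difference in cDNA input between groups is an alternative that they cannot exclude. A late-cycle effect stays open. Among the 42 genes with the earlier Ct, 3 were called lower and 1 higher, and among the later genes 10 lower and 2 higher. The median log2 change was -0.05 in the earlier and -0.16 in the later genes, and Spearman's rho of the change with the mean Ct was -0.29 across the 84 genes, which are not independent. The mean Ct was taken over both groups, so a gene lower in NOD1-deficient larvae gets a later mean Ct from its own change. That coupling pushes rho below 0 without any late-cycle effect. Plate position was tested with 10000 permutations of the wells. The permutation p was 0.0751 for rows and 0.25 for columns, and since genes are placed on the plate in order of their name, not at random, this does not settle it. A real decrease of many pathway genes in NOD1-deficient larvae was not told apart from these.

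Most pathway genes (63 of 84) had a lower raw Ct in NOD1-deficient larvae, with a median raw log2 difference of 0.18. The positive PCR control wells, which hold the same template on each plate, differed by 0.154 in the same direction. This is consistent with a shift of the whole plate that would account for most of the raw difference, for example through the threshold setting.

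The 5 genes at least 2-fold changed may depend on the choice of reference genes to different degrees. For tlr4bb, pdk1 and eif2ak2 together, the direction, the adjusted p under 0.05 and the 2-fold change were kept under 10 of 10 other scalings, which argues against the choice of reference genes as their cause. For itgb1b the 2-fold change was kept under 2 of 10 and for pik3r2 under 8 of 10, so passing that boundary depended on the scaling. Direction and adjusted p of both genes were kept under 9 of 10, and acta1b alone was the exception. As acta1b itself moved, that exception does not decide between a change of the genes and a change of the reference. A cis effect of the edited nod1 locus, in which variants linked to it differ between the lines, was tested with the chromosomes of the RefSeq annotation of GRCz12tu. Of the 5 genes, 0 lie on the chromosome of nod1, while 3 of the 84 pathway genes do. Variants elsewhere that differ between the WT and mutant lines, including under the primers, were not tested, and an effect of NOD1 stays among the open explanations. The study reported later hatching and lower survival of the mutants. This array cannot tell a direct effect of NOD1 from one that follows those differences.

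As to how far other groupings give as much, 1 of the 10 splits of the 6 replicates gave 16 or more genes with an adjusted p under 0.05, 1 of 10 gave 5 genes that also changed at least 2-fold, and 1 of 10 gave all 5 of the genes the study named. That was the real split each time. The study named its genes from that split of these same arrays, so the last count is no independent evidence. The other 9 gave 0 genes with an adjusted p under 0.05 and at most 2 genes at least 2-fold changed. Those splits mix the genotypes, so differences between genotypes widen the spread within their groups and make a call harder to reach. With 3 replicates against 3 the share cannot fall under 0.1, so chance cannot be excluded at 0.05 in this way.

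The change of tlr4bb was measured at late cycles, where Ct values scatter more; the largest SD of a gene in a group was 0.919, for ptk2ba, the only other gene with a mean Ct over 30. The larger SD of tlr4bb was 0.436, in the NOD1-deficient group, against a log2 change of -2.26, which argues against scatter as the cause. In the annotation of GRCz12tu the neighbour of tlr4bb is tlr4al, another toll-like receptor 4 gene. Whether the assay also amplifies it was not tested, as primer sequences were not used here.

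The reference gene acta1b was lower in NOD1-deficient larvae. Against the positive PCR control wells its log2 change was -0.77 (exact permutation p = 0.1), while hprt1 (0.0047), nono (0.31) and rpl13a (0.12) did not fall, which argues against a difference in RNA input or in the plate threshold as the cause. Another reference gene, b2m, was also lower (-0.35, exact permutation p = 0.2). Against hprt1, nono and rpl13a the changes of acta1b and b2m were -0.91 and -0.50. In both genes the replicates of the 2 groups did not overlap on this scale (exact permutation p = 0.1 each). As acta1b encodes a skeletal muscle actin, a smaller share of muscle RNA in the pools is a possible explanation, but the array holds no set of muscle genes to test it, and a change in acta1b alone stays open.

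The symbol pdk1 can be read as 3-phosphoinositide dependent protein kinase 1, a kinase that acts on Akt. On this array that kinase has its own assay, pdpk1b, with a log2 change of -0.12 (adjusted p 0.707, limma) and of -0.0049 relative to the median of the 84 genes. The assay pdk1, with -2.00, is annotated as a pyruvate dehydrogenase kinase. A second pyruvate dehydrogenase kinase, pdk2, was also lower (-0.52, adjusted p 0.00749, limma), but its call was not stable. The call was lost with all 5 reference genes, with the 4 without acta1b, and with acta1b, b2m or hprt1 alone. It was also lost with median Ct centring, with the positive PCR control wells and without WT replicate 3. The linear model without moderation gave pdk2 an adjusted p of 0.127. With acta1b alone pdk2 turned higher. These assays were picked after their values were seen, and no biological explanation was tested.

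The spread between replicates was small. The SD of delta Ct over pathway genes was 0.194 pooled over both groups, against 0.0984 between the 3 positive PCR control wells within an array. The pools of 200 to 250 larvae average over animals, so this spread describes pools and not single larvae.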
